A study of Danio rerio with 10 samples.

How the data were processed

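The series holds 10 zebrafish (Danio rerio) libraries made at 3 days post fertilization, in fish of the AB background. For 5 of them messenger RNA was measured, and for the other 5 small RNA was measured. Per the labels' protocols, cells carrying a fluorescent reporter were isolated by fluorescence-activated cell sorting (FACS). The messenger RNA libraries were made with the SMART-Seq v4 low-input kit from sorted neutrophils of transgenic fish that expressed miR-199 or a vector control. The small RNA libraries were made with the TruSeq small RNA kit and a gel-excised band, from sorted neutrophils, sorted keratinocytes or whole embryos.

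The mRNA values are raw read counts per gene symbol, as deposited by the authors, with no normalization. Each deposited count table has the layout that featureCounts writes, per the file headers, with the exon coordinates of every gene. The aligner, the counting rule for reads with several placements and the use of strand are not stated in the labels or headers. The build was read from the chromosome names, which include the alternate loci of the GRCz11 assembly, and coordinates are given as the files list them. The small RNA values are also raw counts in the deposited table, listed by the authors per annotated miRNA hairpin gene and not per mature arm. How reads that match several copies of a hairpin were counted is not stated. No column was left unmapped. The header of 2 whole-embryo columns lacks its replicate number, so these were used as whole-embryo replicates without a number.

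Total counts over genes in the mRNA libraries were 17024134 and 14816526 for vector replicates 1 and 3, and 14526272, 12339928 and 13141357 for miR-199 replicates 1, 2 and 3. A vector replicate 2 is not analysed here. The small RNA totals were 1170260, 1163747 and 867672 counts for whole embryo, 86279 for keratinocytes and 20864 for neutrophils. In the neutrophil small RNA library 1 count equals a CPM (counts scaled to a library total of 1e+06) of 47.9, and the limit that a count of 0 allows, taken as 3 counts, is 144 CPM. The same limit is 34.8 CPM in the keratinocyte library and between 0.182 and 0.235 CPM in the mRNA libraries. Intervals for shares of single libraries are 95% Wilson intervals. Reads were not counted by molecular identifiers as far as the labels say, so intervals and limits cover counting error only.

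Replicates were compared before they were averaged. The chi-square statistic per degree of freedom over genes was 14.5 for the vector pair, 53.6 to 114 for the miR-199 pairs and 33.1 to 224 for the whole-embryo pairs, so no pair of libraries agreed within sampling noise. All 5 mRNA libraries carry the same lane in their labels, so the lane does not separate the groups. The sample-sheet numbers in those labels run in separate blocks for the vector and the miR-199 libraries, and no library batch is stated.

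The groups were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, two-sided), with TMM normalization and the filterByExpr filter by group. Benjamini-Hochberg adjustment ran over all 8897 genes tested, and a gene was called at an adjusted p-value under 0.05. The standard error of a log2 fold change was taken as the fold change divided by the square root of its F statistic. Gene lists were tested with limma's camera (inter-gene correlation preset to 0.01) on voom values, adjusted over the 4 lists that had at least 5 tested genes, with fry and an estimated correlation as checks. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

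The sorted small RNA groups have 1 library each, so no test was run on them. An entry was compared when its mean reached 10 CPM in at least 1 group. It was called apart when its log2(CPM + 1) differed from the whole-embryo mean by at least 2, a factor of 4, and also lay outside the range of the 3 whole-embryo libraries. CPM was taken over the total of all entries. The rule was also applied to each whole-embryo library against the other 2, and to whole-embryo libraries thinned at random to the totals of the sorted libraries in 99 draws. For entries called in both sorted libraries, 99 pairs of unchanged libraries were drawn from the mean of whole embryo at both depths.

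The tests, the groups, the naming rule, 6 gene lists and most alternatives were fixed before the data were examined. The naming rule for mRNA took cdk2, every miR-199 gene, and the 5 largest rises and 5 largest falls among called genes with a mean of at least 1 CPM in one group and no overlap between the groups. For small RNA it took every miR-199, miR-223, miR-142, miR-203 and miR-205 entry. It added the 5 highest and 5 lowest ratios among called entries with at least 100 CPM in the sorted library or in whole embryo, and the 3 most abundant entries of each group. Other genes named in the closing section were chosen after their values were seen. A list of transcripts induced by cell handling, of which 25 were tested, was written after the files were opened.

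For mRNA the alternatives were DESeq2 size factors, no count filter, at least 10 counts in every library, DESeq2's Wald test, a robust quasi-likelihood fit, limma voom, a replicate block, protein-coding genes only and leaving out each replicate in turn. Added after seeing the data were an offset for the trend with exon length and a restriction to genes on 1 primary chromosome. For small RNA they were TMM scaling, median-of-ratios scaling, removal of the 5 most abundant entries of each library, other pseudocounts, abundance filters and fold thresholds, and leaving out each whole-embryo replicate. A stricter rule for entries near 3 counts was added after seeing the depth.

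Gene symbols are those of the count tables. Biotypes came from a RefSeq table of the assembly GRCz12tu, which listed 13748 of the 15335 symbols, 13456 of them as protein-coding; no coordinate was taken from it. A search for miR-199 seed matches had been planned, but 3′UTR sequences were not used here and it was not run.

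The scripts were tested on simulated data drawn from the real means, library sizes and dispersions, with 200 genes changed. Both groups were given the same dispersion, although the real miR-199 libraries varied more than the vector libraries. The changed genes were drawn only from those above a minimum mean count. Rates of recovery and of false calls may therefore differ in the real data. With a simulated log2 change of 1, edgeR called 35.5% of the changed genes among 8877 tested, and 6.58% of its calls were false. With a simulated log2 change of 3 it called 99.5% among 8867 tested, and 4.33% of its calls were false. DESeq2 called 43% and 98.5% of them, with 18.1% and 12.4% of its calls false. In a simulated small RNA library at the keratinocyte depth of 86279 counts, scaled by TMM, all 20 raised and all 20 lowered entries were recovered among 208 compared. There, 27 entries were called higher and 37 lower, so part of these calls were false. No changed library was simulated at the neutrophil depth, so recovery there was not tested.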

Results

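The study profiled neutrophils of zebrafish larvae at 3 days post fertilization in 2 ways. Small RNA of sorted neutrophils and of sorted keratinocytes, the outer cells of the skin, was compared with small RNA of whole embryos. Messenger RNA of sorted neutrophils that overexpressed the microRNA miR-199 was compared with that of neutrophils carrying a vector control, in order to find targets of miR-199. The mRNA part comprised 3 miR-199 libraries and 2 vector libraries. The small RNA part comprised 1 neutrophil library, 1 keratinocyte library and 3 whole-embryo libraries.

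The mRNA tables listed 15335 genes, with totals between 12339928 and 17024134 counts per library. Between 10660 and 11082 genes had at least 1 count in a library. The most abundant transcript in all 5 libraries was actb2, with 4.42% to 6.72% of the counts. The small RNA table listed 431 miRNA hairpin entries. Depth was far lower in the sorted small RNA libraries, with 20864 counts for neutrophils and 86279 for keratinocytes, than in whole embryo, where totals ran from 867672 to 1170260. Of the listed entries, 156 were detected in the neutrophil library, 173 in the keratinocyte library and 253 to 257 in the whole-embryo libraries.

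The miR-199 libraries varied more among themselves than the vector libraries did. Over 8897 genes the median standard deviation of log2 CPM was 0.29 among the 3 miR-199 libraries and 0.11 between the 2 vector libraries. Pearson's correlation of log2 CPM across genes, which are not independent replicates, was 0.994 for the vector pair and 0.949 to 0.978 for the miR-199 pairs. The first principal component held 59.8% of the variance and separated the vector libraries at -53.6 and -51.5 from the miR-199 libraries at 73.8, 18.6 and 12.8 for replicates 1, 2 and 3.

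To find genes that respond to miR-199, the 3 miR-199 libraries were compared with the 2 vector libraries. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1772 of 8897 genes (19.9%) had an adjusted p-value under 0.05. Of these, 844 were higher and 928 were lower in miR-199 neutrophils. At least a 2-fold fitted change was found for 976 of the called genes, 503 higher and 473 lower, and at least an 8-fold fitted change for 134, 84 higher and 50 lower. In all 1772 called genes the values of the groups did not overlap. Among all tested genes 57.3% showed no overlap, whereas chance gives 20% for 3 libraries against 2. The common dispersion was 0.0854, a biological coefficient of variation of 29.2%. The count of called genes depended on 1 library, since 926 genes were called without miR-199 replicate 2.

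**Figure D1:**
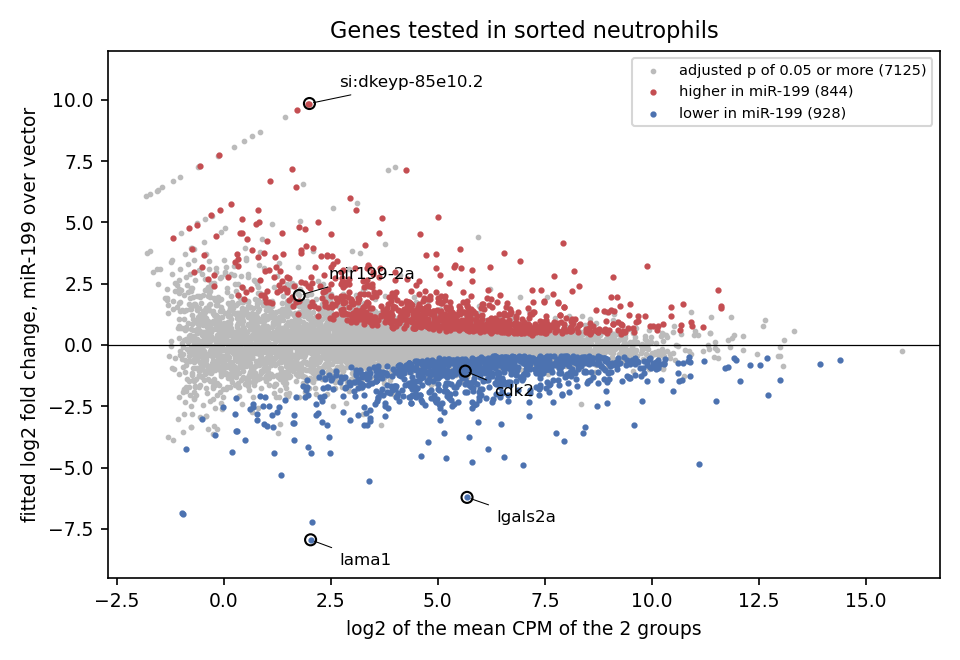
Fitted log2 fold change of each tested gene (vertical axis, miR-199 over vector) against the log2 of the mean CPM of the groups (horizontal axis); red and blue points are the 844 higher and 928 lower genes with an adjusted p-value under 0.05, and grey points are the other genes. The highest points on the left had 0 counts in both vector libraries, so their fitted values depend on the count the model adds; cdk2 lies at -1.07 among many genes with larger falls.

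The 5 largest rises were all in genes with 0 counts in both vector libraries, so only lower bounds of the change can be given. These bounds set the mean CPM of the miR-199 libraries against the larger vector limit, so a single library can lie below them. Replicate 3 held 2.95 CPM of si:dkeyp-85e10.2, against a mean of 8.02 in the miR-199 libraries. Against the limit of 3 counts, si:dkeyp-85e10.2 was at least 36.5-fold higher, with 199, 102 and 40 counts in miR-199 replicates 1, 2 and 3, and an adjusted p of 0.0149 by edgeR. It lies on chromosome 19 at 7878122 to 7886461 (GRCz11). The gene si:ch211-135n15.2 on chromosome 16 at 42772678 to 42781773 had 158, 58 and 118 counts and was at least 35.9-fold higher. For the gene with a zgc symbol on chromosome 8 at 32801835 to 32805214, the counts were 83, 74 and 116 and the rise was at least 30.1-fold. The axonemal assembly factor gene dnaaf1 (chromosome 7, 29012033 to 29017230) was at least 8.43-fold higher with 40, 24 and 14 counts. The last of them, epb41l3a (chromosome 24, 41931585 to 41986901), was at least 6.23-fold higher with 32, 17 and 9 counts. Without miR-199 replicate 2, the edgeR adjusted p rose to 0.0513 for si:dkeyp-85e10.2, 0.0589 for dnaaf1 and 0.0753 for epb41l3a.

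Among the 5 largest falls, lgals2a was the only gene with more than 3 counts in a miR-199 library. It lies on chromosome 3 at 28953275 to 28960243 and had 1691 and 1371 counts in the vector libraries against 31, 9 and 17 in the miR-199 libraries. Its CPM was 101 ± 1.54 (SD, n = 2) in vector and 1.33 ± 0.671 (SD, n = 3) in miR-199 neutrophils, a log2 fold change of -6.22 (SE 0.37) with an edgeR adjusted p of 0.00338. The laminin gene lama1 (chromosome 24, 41690545 to 41784171) had 8.60 and 7.68 CPM in the vector libraries against 0, 1 and 0 counts, and was at least 34.6-fold lower. This bound and those that follow set the mean CPM of the vector libraries against the largest miR-199 limit. For opcml (chromosome 10, 30617836 to 30785503) the vector counts were 162 and 94 against 2, 0 and 0, at least 35.5-fold lower. Both dpp6 on chromosome 2 at 12406714 to 12633172 and apnl on chromosome 3 at 31250066 to 31254979 had 0 counts in all 3 miR-199 libraries, and were at least 4.41-fold and 4.31-fold lower. Without miR-199 replicate 2, their edgeR adjusted p rose to 0.0679 for dpp6 and 0.0692 for apnl.

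The gene named in the title of the series, cdk2, encodes a kinase of the cell division cycle. It lies on the minus strand of chromosome 11 at 3301279 to 3308438 (GRCz11), with 7 exons listed and no other listed gene overlapping it. The vector libraries held 1097 and 940 cdk2 counts, and miR-199 replicates 1, 2 and 3 held 410, 562 and 348. In CPM this was 67.6 ± 1.62 (SD, n = 2) in vector and 32.2 ± 10.3 (SD, n = 3) in miR-199 neutrophils. The log2 fold change was -1.07 (SE 0.26), 2.10-fold lower, with an edgeR p of 0.00592 and an adjusted p of 0.0380. All 3 miR-199 libraries were below both vector libraries. The call rested on miR-199 replicate 3, since without it the fold change was -0.92 and the adjusted p 0.0641. Ranked by fitted fold change, cdk2 was number 739 of 8897 from the most lowered, and 444 of the called genes fell by at least as much.

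Of the 3 miR-199 genes listed in the mRNA tables, only mir199-2a had counts. This hairpin of 98 bases lies on the minus strand of chromosome 3 at 47195137 to 47195234, within the span of dnm2a on the plus strand and outside its listed exons. It had 26 and 15 counts in the vector libraries and 137, 44 and 53 in miR-199 replicates 1, 2 and 3. The CPM was 1.34 ± 0.338 (SD, n = 2) in vector and 5.46 ± 3.09 (SD, n = 3) in miR-199 neutrophils, a log2 fold change of 2.02 (SE 0.58). The edgeR adjusted p was 0.0562, and across 12 alternatives with a test it ran from 0.00815 to 0.102, under 0.05 in 4 of them. Because the labels do not state the use of strand, reads of the dnm2a transcript cannot be separated from this hairpin; dnm2a itself differed by 0.025 (SE 0.13) on the log2 scale. The genes mir199-1a and mir199-3a had 0 counts in all 5 libraries, although a library from messenger RNA is not made to capture hairpins.

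**Figure D2:**
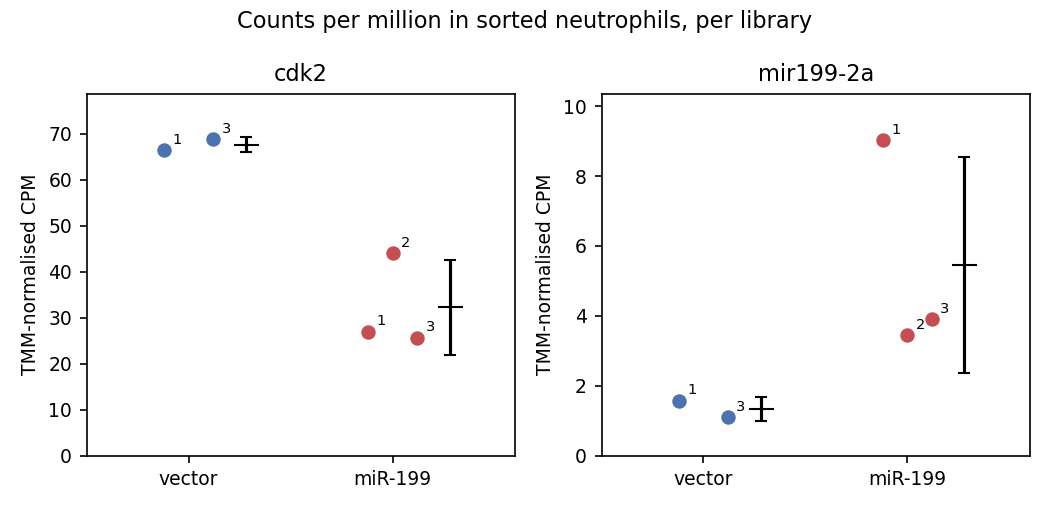
TMM-normalised CPM of cdk2 (left) and mir199-2a (right) in each vector and miR-199 library (points, numbered by replicate), with the mean and SD of each group (bars). The cdk2 means were 67.6 in vector and 32.2 in miR-199 neutrophils, and the mir199-2a means 1.34 and 5.46.

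Lists of marker genes fixed before the data were examined asked whether known cell types and processes differed between the groups. The cell cycle list had 20 of its 25 genes tested. Of these, 18 were lower in miR-199 neutrophils, the median log2 fold change was -1.09, and 8 were called both over all genes and adjusted over the list alone. Limma's camera gave an adjusted p of 4.9e-05 for this list, a call that held neither under fry, with 0.167, nor under camera with the estimated correlation of 0.835, with 0.621. For 10 tested neutrophil markers the median was -0.41 and the camera adjusted p 0.298, with 3 called over all genes and 5 adjusted over the list alone. Without miR-199 replicate 1 this median was -0.23, and without replicate 3 it was -0.64. The 6 tested keratinocyte markers had a median of -0.23 and an adjusted p of 0.298, with 1 called over all genes and 1 adjusted over the list alone. That median was -0.046 without miR-199 replicate 1 and -0.085 without vector replicate 1. Across 11 tested genes published as miR-199 targets, cdk2 among them, the median was 0.051 and the adjusted p 0.844. Of these targets 3 were lower and 8 higher, and 2 were called both over all genes and adjusted over the list alone, cdk2 as lower and jag1b as higher with a log2 fold change of 1.89 (SE 0.21). Their median changed sign to -0.032 without miR-199 replicate 1. Only 3 macrophage markers, with a median of -0.51, and 1 erythroid marker, at 1.43, could be tested, so no set test was run on those lists. In the macrophage list 1 gene was called, over all genes and adjusted over the list alone; the erythroid gene was called only when adjusted over the list alone. Part of the lists could not be measured, since 6 of 9 listed erythroid, 5 of 14 keratinocyte, 4 of 8 macrophage and 2 of 23 cell cycle genes were at 0 in all 5 libraries.

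Within the neutrophil list the changes were unequal. The metalloproteinase gene mmp9 had 157802 and 164581 counts in the vector libraries against 17330, 31050 and 57330 in the miR-199 libraries, a log2 fold change of -2.05 (SE 0.50) with an edgeR adjusted p of 0.0373. The lysozyme gene lyz fell by 0.79 on the log2 scale (SE 0.19), with an edgeR adjusted p of 0.0359, and lect2l fell by 0.60 (SE 0.16), with 0.0476. In contrast, cpa5 was 0.58 higher (SE 0.16) with an edgeR adjusted p of 0.0553. Within the cell cycle list, ccna2 fell by 2.03 (SE 0.40) and mki67 by 2.03 (SE 0.29), whereas mcm2 differed by -0.023 (SE 0.40).

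**Figure D3:**
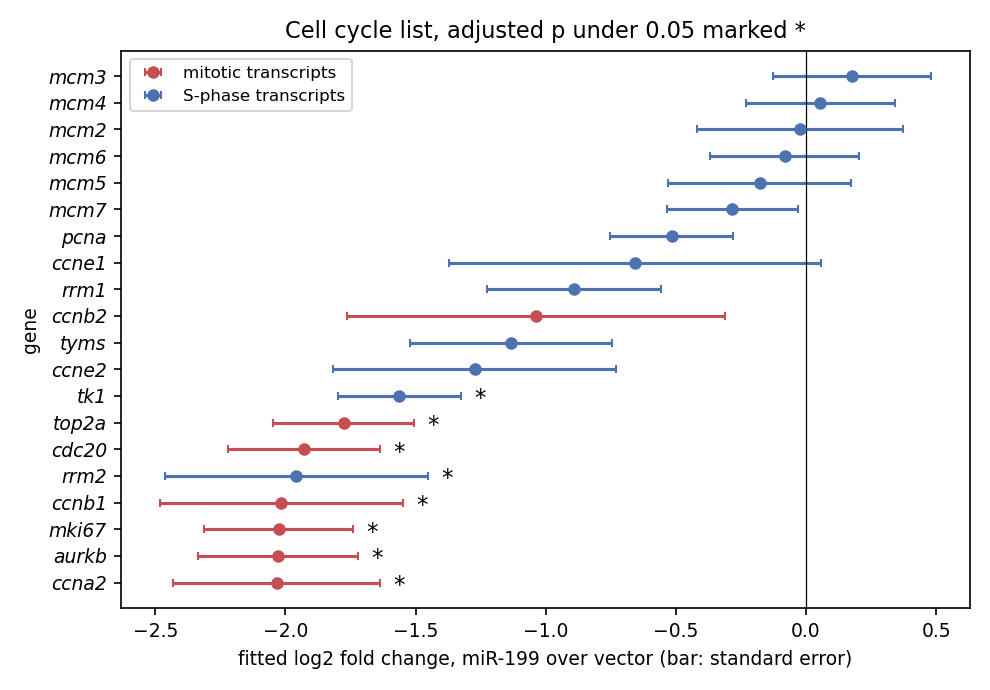
Fitted log2 fold change (horizontal axis, miR-199 over vector, bars are standard errors) of the 20 tested genes of the cell cycle list, one line per gene, with mitotic transcripts in red and S-phase transcripts in blue; an asterisk marks an edgeR adjusted p-value under 0.05. The 8 marked genes all lie below -1.5, while mcm2 lies at -0.023.

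In the small RNA part, the neutrophil library was compared with whole embryo to ask which miRNAs differ in neutrophils. There were no replicates of the sorted cells. Of 213 entries compared, 37 were at least 4-fold higher and 81 at least 4-fold lower in the neutrophil library and outside the range of the whole-embryo libraries. The same rule gave 1 higher and 0 lower, 0 and 0, and 0 higher and 3 lower for each whole-embryo library against the other 2. Depth accounted for part of the counts, since 70 of the 81 lower entries had at most 3 counts in the neutrophil library. When whole-embryo libraries were thinned to 20864 counts, a median of 4 entries (range 0 to 9) were called higher and 45 (range 36 to 57) lower. With the stricter rule for entries near 3 counts, the alternative that moved the lower calls most, 26 entries were higher and 18 lower, against at most 2 and 1 in the thinned libraries.

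The most abundant entry of the neutrophil library was mir223 (chromosome 5, 22234407 to 22234505), with 2697 counts or 12.9% of the library (95% interval 12.5% to 13.4%). Whole embryo held 104 ± 17.9 CPM of it (SD, n = 3), and the log2 ratio was 10.28. The second family used as a blood marker was also higher, with log2 ratios of 6.51 for dre-mir-142a and 6.87 for dre-mir-142b. The other entries among the 5 highest with at least 100 CPM were mir222b at 8.31 with 44 counts, dre-mir-146b at 6.96 with 326 counts, and a let-7a entry on chromosome 6 at 54507105 to 54507178 at 6.56 with 5 counts. The epithelial marker dre-mir-205 (chromosome 23, 33290273 to 33290361) made up 9.35% of the neutrophil library (95% interval 8.96% to 9.75%) against 2.40% ± 0.809 in whole embryo (SD, n = 3). Its log2 ratio of 2.02 passed the 4-fold threshold by little, and was 1.64 under TMM scaling. Both miR-203 entries were lower, dre-mir-203a at -2.87 and dre-mir-203b at -2.62. The 5 lowest entries with at least 100 CPM in whole embryo had 0 counts in the neutrophil library. Their place as the lowest rests on the 1 CPM added to each value. For these, the limit of 3 counts allows only that dre-mir-216a was at least 3.29-fold, dre-mir-133b at least 3.08-fold, dre-mir-132-2 at least 2.67-fold, dre-mir-451 at least 2.08-fold and dre-mir-217 at least 1.87-fold lower than the whole-embryo mean. The log2 ratios given here kept their sign under TMM, median-of-ratios and top-5-removed scaling, where the entry could be scaled. For the 5 entries at 0 counts the sign was fixed, because no scaling moves a count of 0.

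The keratinocyte library was compared with whole embryo in the same way. There, 12 of the 213 entries were higher and 83 lower, 57 of the lower ones with at most 3 counts. Whole-embryo libraries thinned to 86279 counts gave a median of 1 higher (range 0 to 5) and 14 lower (range 8 to 23). Scaling mattered more here than for neutrophils. The entry dre-mir-182 (chromosome 4, 15075665 to 15075732) took 43.8% of the keratinocyte counts (95% interval 43.5% to 44.1%), against 13.4% ± 2.01 in whole embryo (SD, n = 3). The median over entries of the change in log2 ratio was 0.73 under TMM and 1.09 under median-of-ratios scaling, which called 25 entries higher and 58 lower. The share of higher calls was 12.6% with library totals and 30.1% with median-of-ratios scaling. In the neutrophil library the corresponding median changes were -0.37 and 0.26.

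Among called entries with at least 100 CPM in the keratinocyte library or whole embryo, the highest keratinocyte ratios were those of dre-mir-733 at 5.37 with 99 counts, dre-mir-375-1 at 3.78 with 15 counts, dre-mir-146a at 3.60 with 715 counts, dre-mir-30c at 2.60 with 122 counts and dre-mir-142a at 2.57 with 66 counts. The blood marker mir223 had 20 counts there, and its log2 ratio was 1.16, or 2.26 under median-of-ratios scaling. The epithelial markers did not all rise in this library. The entry dre-mir-205 held 4.42% of the counts and had a log2 ratio of 0.94, which was 1.68 under TMM and 2.04 under median-of-ratios scaling, where it passed the 4-fold threshold as mir223 did, while dre-mir-203a was at -1.54 and dre-mir-203b at -0.84, the latter changing sign to 0.26 under median-of-ratios scaling. Among the 5 lowest at that level, dre-mir-218b, dre-mir-729 and dre-mir-181b-2 had 0 counts. They were at least 8.0-fold, 3.84-fold and 3.41-fold lower than the whole-embryo mean, and their rank also rests on the added 1 CPM. The whole-embryo libraries held 174, 199 and 26.5 CPM of dre-mir-729. The last value lies under the keratinocyte limit of 34.8 CPM, so the bound for dre-mir-729 does not hold against that library. With 4 counts, dre-mir-216b had a log2 ratio of -5.74, and dre-mir-194a had 1 count (95% interval 2.05 to 65.7 CPM), against 406 ± 96.6 CPM in whole embryo (SD, n = 3). The most abundant entry of whole embryo, dre-mir-10c, held 17.1% ± 1.91 of the counts there (SD, n = 3), 14.8% in the keratinocyte and 11.9% in the neutrophil library. The entry dre-mir-10a, also among the most abundant, held 13.3% ± 1.31 in whole embryo (SD, n = 3), 6.54% in the keratinocyte and 6.82% in the neutrophil library. In the keratinocyte library the direction of both depended on scaling. The log2 ratio of dre-mir-10c, -0.21, became 0.54 under TMM and 0.90 under median-of-ratios scaling. That of dre-mir-10a, -1.02, became -0.28 and 0.086.

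Between the neutrophil and the keratinocyte library, 110 of the 213 entries were at least 4-fold apart, a comparison of these libraries and not of the cell types. With the stricter rule for entries near 3 counts, 42 were apart. Relative to whole embryo, 8 entries were higher in both sorted libraries and 45 lower in both, and with the stricter rule 6 and 11. Both comparisons use the same whole-embryo libraries. For unchanged libraries drawn at the same depths from the mean of whole embryo, 0 to 1 entries were higher and 6 to 16 lower in both across 99 draws, and none under the stricter rule.

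**Figure D4:**
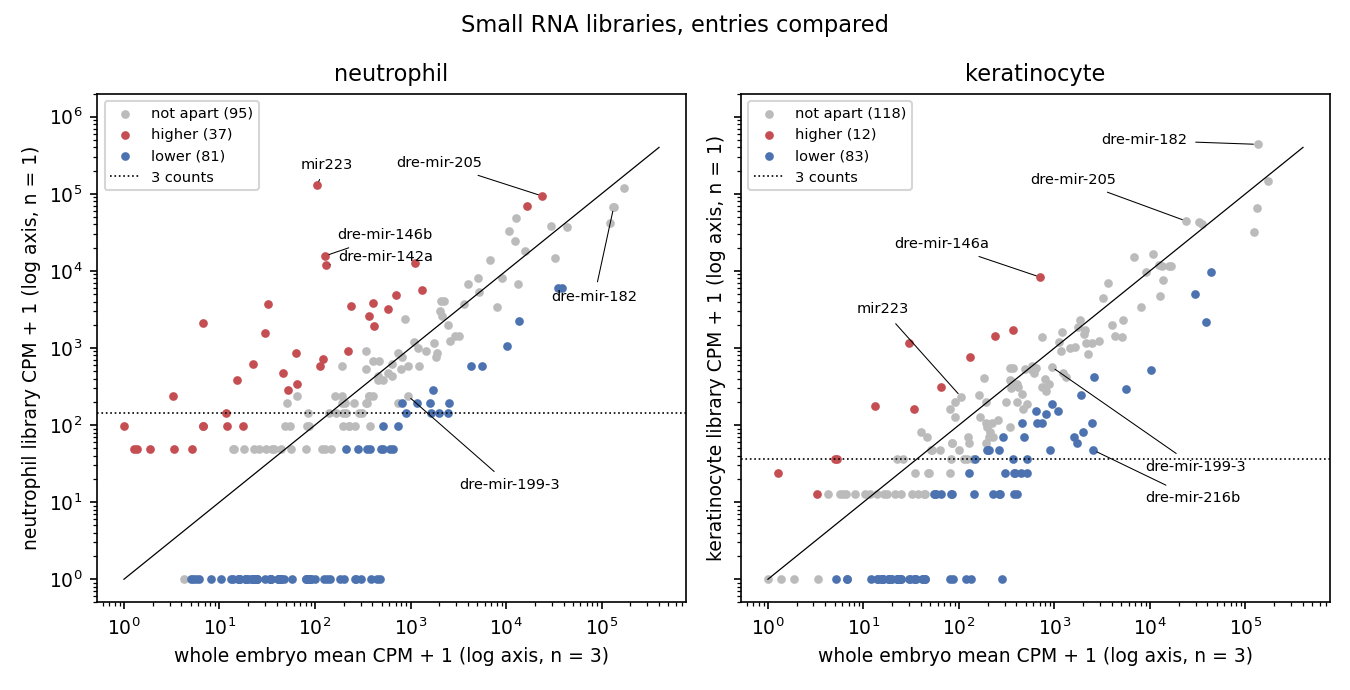
CPM + 1 of each compared entry in the neutrophil (left, n = 1) and keratinocyte (right, n = 1) small RNA library (vertical log axis) against the mean of the 3 whole-embryo libraries (horizontal log axis); red and blue points are entries called higher (37 and 12) and lower (81 and 83), the solid line marks equal values and the dotted line 3 counts. Many of the lower entries lie at or under the dotted line, and mir223 lies far above the solid line in the neutrophil library.

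Of the miR-199 hairpins, the small RNA table listed dre-mir-199-3 at the position of mir199-2a on chromosome 3, and dre-mir-199-2 on chromosome 5. Whole embryo held 932 ± 124 CPM of dre-mir-199-3 (SD, n = 3). The neutrophil library had 5 counts, or 240 CPM (95% interval 102 to 561), a log2 ratio of -1.95 (95% interval -3.17 to -0.72). This ratio fell short of the 4-fold threshold, so the entry was not called. Across the alternatives the ratio ran from -2.32 to -1.69. It passed the threshold under TMM, at -2.32, and without the 5 most abundant entries, at -2.25. Leaving out 1 of the unnumbered whole-embryo libraries also took it past, to -2.05. The keratinocyte library had 49 counts, or 568 CPM (95% interval 430 to 751), a log2 ratio of -0.71. This ratio changed sign with the scaling, to 0.035 under TMM, 0.40 under median-of-ratios and 0.076 without the 5 most abundant entries, so no direction can be given for keratinocytes. The entry dre-mir-199-2 had at most 3 counts in any library and was not compared.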

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

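All tests in this part were chosen after the results were seen. In 6 of the 28 small RNA entries that the naming rule selected, the neutrophil library lay on one side of the whole range of the 3 whole-embryo libraries and the keratinocyte library on the other side. The difference between the sorted libraries was not tested, because each is a single library. No group had between 4 and 10 samples, so no group was searched for a deviating sample.

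The neutrophil library was above and the keratinocyte library below whole embryo for 4 of these entries. The log2 ratio of neutrophils minus that of keratinocytes was 11.04 for mir222b, 8.21 for dre-mir-142b, 8.05 for dre-mir-146b and 5.74 for dre-mir-194a. The opposite order was found for dre-mir-375-1, at -7.45, and dre-mir-182, at -2.71.

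Depth keeps most of this list open. The 95% interval of the count in a sorted library reached the range of whole embryo for 5 entries, dre-mir-142b, mir222b, dre-mir-146b, dre-mir-375-1 and dre-mir-194a. The libraries that did so held 1, 0, 5, 0 and 14 counts of them. Shallow depth and a true difference in direction cannot be told apart for these. Only for dre-mir-182 did both intervals stay outside. Its neutrophil interval ended at 70233 CPM, below the lowest whole-embryo value of 111901 CPM, and its keratinocyte interval began at 434678 CPM, above the highest of 151143 CPM, which argues against depth as the cause.

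The scaling between small RNA libraries was weighed next, because a few entries take most of the counts. For dre-mir-182 the libraries stayed on opposite sides under TMM and median-of-ratios scaling, with neutrophil ratios of -1.36 and -0.74. For dre-mir-146b the keratinocyte ratio was -1.09 with library totals and 0.0038 under median-of-ratios scaling, so its lower value in keratinocytes may come from the scaling. The other 4 entries also stayed on opposite sides under both scalings. In mir222b and dre-mir-375-1 this was fixed by a count of 0, which no scaling moves, and dre-mir-142b had 1 count. For dre-mir-194a the keratinocyte ratio was -4.29 and -3.93, and the neutrophil ratio of 0.38 and 1.01 came from 14 counts. With so few counts, scaling and a true difference cannot be told apart for these 4. For dre-mir-182 a difference between neutrophils and keratinocytes stays open as a hypothesis, as do differences between single library preparations, which this design cannot test.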

How the results depend on the processing

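In all, 26 results were recomputed under the alternatives, giving 351 values. Among the 15 main results, 173 values kept their direction and side of the threshold or stayed within the limits set for counts, and 27 did not. Every value of the latter kind is given here, with values from leaving out single libraries as ranges. Unless stated otherwise, the cause was not tested.

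The count of genes called between miR-199 and vector stayed within 1.5 times of 1772 under DESeq2 size factors, no count filter, at least 10 counts in every library, the robust fit, limma voom, protein-coding genes only, the length offset, genes on 1 primary chromosome and DESeq2's Wald test. Across these it ran from 1623 to 2618. DESeq2 called 1357 genes as higher, against 844 with edgeR, and 1261 as lower. Its larger count included all 1772 edgeR calls. In simulated data, where both groups had the same dispersion, 12.4% to 18.1% of its calls were false, a rate that may differ here. The median over genes of the change in log2 fold change was at most 0.022 in size in any mRNA alternative with calls, and the share of higher calls moved by under 10 percentage points under each scaling. All 1772 genes kept their direction under DESeq2's test, voom, the robust fit, the size factors and the length offset.

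Leaving out each miR-199 library in turn gave 926 to 2195 genes, of which 400 to 1083 were higher and 526 to 1112 lower. The lowest count came without miR-199 replicate 2, where 857 calls were shared with the full set. Without replicates 1 and 3, 2092 and 2195 genes were called, both more than with all libraries; the cause was not tested. Leaving out a vector library leaves a single one, and no calls were made there.

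Replicate numbers 1 and 3 occur in both groups, so a paired fit with a replicate block was run. It called 110 genes, 38 higher and 72 lower, of which 109 were among the 1772, and all 1772 kept their direction. The number of genes with an unadjusted p under 0.05 was 2418 with the block and 3281 without it. The block leaves 1 residual degree of freedom for the 5 libraries. In simulated data with 200 genes changed it cost few calls, 61 against 76 at a log2 change of 1 and 202 against 208 at 3. No vector library shares the number of miR-199 replicate 2, so with the block that library adds nothing to the group difference. Without it and without a block, 926 genes were called. The simulated data had the same layout, with the same dispersion in both groups. Why the block left still fewer calls in the real data was not tested. The deviations of same-numbered libraries from their group means correlated at -0.22 and -0.18 across genes, so no shared deviation was seen. With 2 vector libraries their deviations are mirror images, so both values rest on 1 vector contrast. They cannot exclude that the numbers mark a shared day or batch. With the block, the cdk2 fold change was -1.36 and its adjusted p 0.0574, and 9 of 11 other named genes passed the threshold no longer.

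The fold change of cdk2 was negative in all 15 alternatives and had an edgeR, DESeq2 or limma adjusted p under 0.05 in 11 of the 13 that give a test. That p ran from 0.00261 to 0.0641. The fold change ran from -1.36 to -0.92 across the 5 fits that each left out one library, and only the fit without miR-199 replicate 3 lost the call, apart from the block.

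Set tests depended on how the correlation between genes was treated. The median of the cell cycle list, -1.09, is the same under camera, fry and camera with an estimated correlation, but the adjusted p was 0.167 under fry and 0.621 with the estimated correlation of 0.835. Across its 15 tested alternatives that p ran from 8.3e-17 to 0.621, and 13 of them were under 0.05. The median of the published targets ran from -0.032 to 0.27 when single libraries were left out, changing sign without miR-199 replicate 1. None of the neutrophil, keratinocyte and target lists passed the threshold in a test of 1 shared direction under any alternative. Fry's test of changes in either direction passed for all of them, with adjusted p of 0.0116 for neutrophil, 0.00378 for keratinocyte and 0.000103 for target genes, and 0.0160 for the cell cycle list. It does not compare a list with other genes, of which 19.9% were called.

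For named genes, 14 values lost and 4 gained significance. Of the 14, 9 came with the replicate block and 5 without miR-199 replicate 2. The 4 gains were all for mir199-2a. A further 6 values, all from leaving out a vector library, moved by more than the spread between replicates. No named gene changed direction.

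Among the small RNA counts, 37 entries higher in neutrophils became 24 at the 8-fold threshold, by construction. The 81 lower became 42 when 100 CPM was required in one group, which leaves fewer entries, and 18 under the stricter rule near 3 counts. The 12 entries higher in keratinocytes became 25 under median-of-ratios scaling, 23 at the 2-fold and 4 at the 8-fold threshold. The 83 lower became 50 with a pseudocount of 10 CPM, 49 with the 100 CPM filter, 55 at the 8-fold threshold and 40 under the stricter rule. Between the sorted libraries, 110 entries apart became 69 with the 100 CPM filter and 42 under the stricter rule. The keratinocyte ratio of dre-mir-199-3, -0.71, became 0.035 under TMM, 0.40 under median-of-ratios scaling and 0.076 without the 5 most abundant entries. The neutrophil ratio stayed negative under each of its 8 alternatives, but its side of the 4-fold threshold changed. From -1.95, short of the threshold, it passed to -2.32 under TMM and -2.25 without the 5 most abundant entries. Leaving out 1 of the unnumbered whole-embryo libraries also took it past the threshold, to -2.05. Leaving out single whole-embryo libraries kept the neutrophil counts at 35 to 38 higher and 80 to 84 lower.

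Depth limits the lower calls in the neutrophil small RNA library. There, 3 counts equal 144 CPM. Of the 70 lower calls at 3 counts or fewer, 48 had a whole-embryo mean under that level, and 7 of the 70 held with the library set to 3 counts. The planned seed-match results and their alternatives were not run, because 3′UTR sequences were not used here.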

Other observations

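Of the tests in this part, those of gene length, of the number of lower calls in thinned libraries and of multi-copy miRNAs were chosen before their results were seen, and the others after.

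The number of genes called between miR-199 and vector, 1772, is large for 5 libraries. Only 1 of the 10 splits of the 5 libraries into 3 and 2, the real one, gave as many genes; the other splits gave 0 or 1 call and 16 to 1506 genes with an unadjusted p under 0.05. With 10 splits a share cannot fall under 0.1, so chance and a group difference cannot be told apart by this count alone. DESeq2 size factors gave 1769 calls but moved the fold changes so little that they test nothing. Shifting the miR-199 libraries by a common factor, in 21 steps from 2-fold down to 2-fold up, gave no fewer than 1772 calls, since genes were called in both directions. This argues against a scaling error between the groups as the source of most calls. Removing each library's trend with exon length left 1694, although the fold changes correlated with length across genes (Spearman 0.134), so the length trend is not the whole cause. Dropping miR-199 replicate 1, the library farthest from the others, left 2092. Genes also placed on alternate loci were called in 15.3% of cases, against 19.9% of genes on primary chromosomes only, so lost reads do not account for the calls. Haplotypes linked to the transgene in either line could change the expression of neighbouring genes together. Neighbouring pairs of calls numbered 374, against 342 ± 15.2 (SD) in 1000 random placements (permutation p 0.0160), an excess too small to cover most calls. Among the 134 calls of 8-fold or more there were 5 such pairs, against 1.94 ± 1.41 (SD) at random (permutation p 0.0460). The genes lama1 and epb41l3a, which changed in opposite directions, also lie close together on chromosome 24, with arhgap28 between them. With so few pairs, linked haplotypes and other causes cannot be told apart for these largest changes. A difference between the lines spread over the genome, the order of library preparation and miR-199 itself stay open, and the design names only the last.

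The spread among miR-199 libraries has a candidate source. Transcripts that rise when cells are handled, such as fosab with 96075 counts in miR-199 replicate 1 and 30180 and 30782 in replicates 2 and 3, were written as a list and compared. The median of the 25 tested genes was 1.17 higher on the log2 scale in replicate 1 than in the other miR-199 libraries, above 10000 random lists matched on expression (percentile 100). Stress during cell isolation may therefore add to the deviation of replicate 1. Between the groups the same list had a median of 0.64, with 16 genes higher and 9 lower and 7 called. Its camera p was 0.0481 and its fry p 0.534. Without miR-199 replicate 1 the median difference of log2 CPM fell from 0.62 to 0.29. Handling and an effect of miR-199 cannot be told apart for the calls among these genes, because the members go both ways and the set tests differ.

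The cell cycle list did not fall evenly. The 7 mitotic transcripts ccna2, ccnb1, ccnb2, cdc20, top2a, mki67 and aurkb had a median log2 fold change of -2.02, with 6 called and adjusted p of 3.8e-05 by camera and 0.0298 by fry. The other 13 tested members, which act at the start of or during DNA replication, had a median of -0.52, with 2 called, rrm2 and tk1, and adjusted p of 0.0113 by camera and 0.242 by fry. Their fold changes ran from -1.96 for rrm2 to 0.18 for mcm3. Without miR-199 replicate 2 their median difference of log2 CPM was -0.78 instead of -0.55. The mean of the mitotic minus that of the other transcripts was 0.18 and 0.096 in vector replicates 1 and 3, and -1.37, -1.09 and -0.81 in miR-199 replicates 1, 2 and 3. A loss of cycling cells and a change within them cannot be told apart, because some replication transcripts fell as much as the mitotic ones, others hardly at all, and how much of each comes from cells that do not divide was not measured.

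The fall of cdk2 was close to the median of the cell cycle list. In that list, 10 of 20 tested genes fell by at least as much as cdk2, and the list median of -1.09 is close to its -1.07. This median mixes unlike parts, the mitotic transcripts at -2.02 and the other tested members at -0.52. The list call also failed under fry, with an adjusted p of 0.167, and under camera with the estimated correlation, with 0.621. The lower cdk2 level may be part of a broader fall of cell cycle transcripts, but these values do not decide it. A direct effect of miR-199 on the cdk2 transcript was not tested, because no 3′UTR sequence was used here.

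The largest change in the macrophage list was that of grn1, with 1774 and 1457 counts in the vector libraries against 76, 58 and 28, a log2 fold change of -4.78 (SE 0.36) and an edgeR adjusted p of 0.0057. It was singled out after its value was seen. Its neighbour grn2, 4296 bases away, fell by 3.18 on the log2 scale, and the genes form 1 of the 5 neighbouring pairs of 8-fold calls. The span of grn1 overlaps that of grnas on the other strand, with 333 exonic bases in common. The listed start of grn2, 40196464, also lies within the span of grnas, 40186385 to 40205470. The log2 fold change of grnas was -2.16 (SE 0.88), with an edgeR adjusted p of 0.132. Because the use of strand is not stated, reads in the bases shared by grn1 and grnas cannot be assigned to either gene. The exonic overlap of grn2 with grnas was not computed, so reads of grn2 may be shared as well. Macrophages among the sorted vector cells are a possible explanation for the fall of grn1. The median of the 3 tested macrophage markers was -0.51, mfap4 had at most 19 counts in any library, and the CPM of ctss2.2 decreased only from a mean of 16.3 to a mean of 11.5. Mixed cells and regulation within neutrophils cannot be told apart here, because mpeg1.1 and the c1q genes were listed at 0 in all 5 libraries.

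Those zeros follow a pattern of the count tables. Of 1806 genes placed on both a primary chromosome and an alternate locus, 62.1% were at 0 in all mRNA libraries, against 11.6% of 12961 genes on primary chromosomes only, and 12.8% of such genes matched on length. The median total was 0 against 416 counts. Examples are cdk1, mpeg1.1, cdc6, alas2, krt5 and c1qa, all at 0, and plk1 with 3 counts in total, chosen after their values were seen. A candidate explanation is that reads matching both copies of such a gene were discarded at counting, so that a 0 there says nothing about expression. The counting rule itself is not stated.

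A similar loss may affect miRNAs with several genomic copies. The 165 entries whose name has other listed copies had a median of 6 counts summed over the 3 whole-embryo libraries, and 57.0% of them had under 10. The 162 entries with a single copy had a median of 1045, and 9.26% of them had under 10 (permutation p 1e-05, two-sided, the smallest that 100000 resamples can give). The 18 entries named dre-let-7 together held 0.0543% of the whole-embryo counts. Reads shared between identical copies and then dropped are a candidate cause, and abundances of such families are uncertain in every comparison of the small RNA table.

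The higher miR-205 share in the neutrophil library raised the question of keratinocytes among the sorted cells. Had all 1950 of its dre-mir-205 counts come with the keratinocyte profile, 19305 counts of dre-mir-182 would have come along, but 1393 were seen, which is 7.22% of that number. For dre-mir-203b it was 13.8%. Carry-over of the sorted keratinocyte profile is therefore unlikely to explain the share of dre-mir-205. Other cell types and a level of miR-205 in neutrophils themselves were not tested.

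For the lower calls in the neutrophil small RNA library, shallow depth is not the whole cause. Whole-embryo libraries thinned to 20864 counts gave at most 57 lower calls in 99 draws, against 81 observed. With libraries at fewer than 3 counts set to 3, 18 lower calls held, 7 of them among the 70 at 3 counts or fewer, and thinned libraries gave at most 1. For the other 63 entries, depth and a lower level in neutrophils cannot be told apart, because the call was lost at 3 counts.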
